A study of Homo sapiens with 42 samples. Its data were reported in "COPI vesicle formation and N-myristoylation are targetable vulnerabilities of senescent cells" (2023).

How the data were processed

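RNA was measured by sequencing of poly(A) transcripts in 42 libraries from human lung fibroblasts. IMR90 is an established strain of these cells, and IMR90 ER:RAS carries an oestrogen receptor fusion of oncogenic HRAS that 4-hydroxytamoxifen (4OHT) switches on, which leads to oncogene-induced senescence (OIS). Per the labels, ER:RAS cells received 100 nM 4OHT or DMSO, and IMR90 cells received bleomycin at 50 µg/ml for 24 h, which damages DNA and leads to senescence, or DMSO. Cells were cultured for 7 days, doxycycline at 1 µg/ml then induced a control shRNA or 1 of 2 shRNAs against COPB2 for 72 h, and RNA was collected at day 10. COPB2 encodes a subunit of the coatomer that coats COPI vesicles.

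The deposited table holds raw read counts per gene symbol made by the authors, with no normalization, for 28266 symbols and 42 columns. The values were checked to be whole numbers whose column totals differ. According to the study's methods, directional libraries were read from one end, aligned with Tophat to hg19 with an Ensembl annotation, and counted with HTSeq. The counting mode and the source of the symbols are not stated, so genes whose transcripts overlap on the genome may share or lose reads. Of the symbols, 3476 had no count in any library. Coordinates, gene type, transcript length and GC content were taken from a GENCODE annotation on GRCh37, where 2767 symbols found no match and were kept in the tests without coordinates.

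Depth was the total count per library, which ran from 13148194 to 23597310. A floor of 3 counts corresponds to 0.228 CPM in the smallest library and 0.127 in the largest. Where every library of a group was at or under this floor, the fold change is given as a bound against the floor. Reads carry no molecular identifiers, so floors cover counting error only.

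Every library was placed in 1 of 12 groups (cell line, treatment and shRNA) from its label. Genes with low counts were removed with filterByExpr, libraries were scaled with TMM factors, and group differences were tested with the quasi-likelihood F-test of edgeR 4.0.16 (robust, two-sided) in R 4.3.3. The 6 groups of a cell line shared a single fit, of 18 libraries for ER:RAS (14297 genes tested) and 24 for IMR90 (14783 genes tested). A fit of all 42 libraries (15299 genes tested) served the comparison of both senescence models. Benjamini-Hochberg adjustment ran over all genes tested, and a gene was called at an adjusted p-value under 0.05. There were 15 contrasts: senescence against DMSO with the control shRNA in each cell line, each COPB2 shRNA against the control shRNA in each of the 4 cell states, the difference of each knockdown effect between senescent and DMSO-treated cells, and the difference between both senescence models. Expression is given as CPM, counts over the TMM-scaled library size times 1e6, as mean ± SD, and log2 fold changes come with the standard error of the edgeR fit. For log2 values of single libraries a prior count of 2 was added.

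Gene lists were tested with camera (limma 3.58.1) on voom values, with the preset inter-gene correlation of 0.01, and adjusted over 135 tests (9 lists in 15 contrasts). The effect size of a list is the median of its genes' log2 fold changes in the voom fit, and its count of genes past the threshold comes from the edgeR fit. The lists were COPI subunits (9 genes), COPI transport (53), the PERK and ATF4 arm of the unfolded protein response (UPR, 26), its ATF6 and XBP1 arm (35), the UPR as both arms (61), the senescence-associated secretory phenotype (SASP, 43), cell cycle (35), sterol synthesis (22) and interferon response (24). They were written from general knowledge because no curated sets were used here, and only 1 gene of the ATF6 and XBP1 arm is also in the SASP or COPI lists. COPB2 was left out of the COPI lists in knockdown contrasts. Cell-cycle, sterol and interferon lists serve as comparisons.

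The design, the lists, the rule for named genes and the alternatives other than the correction for GC content and length were set before the data were examined. Named in each senescence contrast are the 5 genes with the largest and the 5 with the smallest log2 fold change among called genes with a mean of at least 100 counts in the higher group and no overlap between the libraries of both groups. In the knockdown contrasts the same conditions had to hold with both shRNAs, in the same direction, and genes were ranked by the smaller of both absolute changes. COPB2, the COPI subunits, markers of the UPR, the SASP and senescence, and members of the lists may be named besides these.

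The alternatives were DESeq2 size factors in the same edgeR fit, no filter on low counts, the Wald test of DESeq2 1.42.0, a fit of only the libraries compared, the replicate number as a block, an absolute log2 fold change of at least 1, and leaving out each library in turn. For the lists, fry, camera with an estimated correlation and fgsea 1.28.0 on DESeq2 Wald statistics were planned as well. A correction for GC content and gene length was added after seeing the data, alone and together with the block. It subtracts, per library, a smooth of each gene's deviation on GC content and log2 length (natural splines with 5 degrees of freedom).

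Whether replicate numbers pair libraries of different groups was checked by correlating, across genes, the deviations of same-numbered libraries from their group means. In the 4 knockdown contrasts of the IMR90 line all 4 pairs correlated above 0.1, from 0.164 to 0.924. In ER:RAS cells 2 of 3 pairs did in each knockdown contrast and 1 of 3 pairs in the OIS contrast, where the lowest was -0.784. In the bleomycin contrast 3 of 4 pairs did, and the lowest was -0.680. The numbers thus pair the libraries in the IMR90 knockdown contrasts, and the blocked result is given beside theirs where it changed a call or a count. The block gives each replicate number of a cell line a single shift over both treatments. Replicate 2 of bleomycin and DMSO deviated in opposite directions, so the block models the pairing within a treatment only in part. The labels give no batch or date, so the block stayed an alternative and not part of the test.

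The pipeline was tested on simulated data with 200 changed genes. With the spread of the real ER:RAS libraries, 59% of the changed genes were called, 85.1% of those changed by 2 or 3 on the log2 scale, along with 6 unchanged genes of 14033 tested. With the spread of the IMR90 libraries these values were 81%, 100% and 11 unchanged genes of 14418. When libraries of low spread were given the GC and length trends of the real ER:RAS libraries, 47% of the changed genes were called without the correction and 84.5% with it. These trends came from the same smooth that the correction subtracts, so the gain shows only that trends of this form are removed. The simulations with the real spread held no such trends and drew each gene independently.

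Correlations across libraries were tested with 100000 permutations, and comparisons of single values with exact permutation tests, two-sided. The smallest p-value such a test allows is 0.1 for 3 against 3 libraries and 0.0286 for 4 against 4. Python 3.11.15 and matplotlib 3.10.9 were used for annotation and plots. The protein, imaging and in vivo experiments of the study were not analysed here.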

Results

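Poly(A) RNA was sequenced in 42 libraries of human lung fibroblasts in 12 groups. The ER:RAS line gave 18 libraries, 3 for each combination of treatment (DMSO or 4OHT) and shRNA (control, COPB2 shRNA 1 or COPB2 shRNA 2). The IMR90 line gave 24 libraries, 4 for each combination of treatment (DMSO or bleomycin) and shRNA. Total counts ran from 13148194 to 23597310 per library. The 10 most abundant genes took 4.21% to 8.64% of the counts. The labels of the cell lines matched the transcripts of the fusion gene: HRAS had 47753 to 75170 counts in the 18 ER:RAS libraries and 461 to 2656 in the 24 IMR90 libraries, and ESR1 had 21136 to 39952 counts and 0 to 11 counts.

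The first question was how far each shRNA lowered its target. COPB2 (ENSG00000184432) lies on chromosome 3 from 139072788 to 139108578 (GRCh37, minus strand, with 1 gene on the opposite strand that overlaps it). Its level was 237 to 573 CPM in the 14 libraries with the control shRNA and 30.3 to 126 in the 28 libraries with a COPB2 shRNA, so the ranges did not overlap. In ER:RAS cells with DMSO the level was 322 ± 89.6 (SD, n = 3) with the control shRNA, 42.3 ± 13.3 with shRNA 1 and 47.8 ± 13.8 with shRNA 2. In OIS these levels were 424 ± 137, 87.5 ± 10.0 and 98.46 ± 14.997 (SD, n = 3). In IMR90 cells with DMSO they were 394 ± 53.8, 54.9 ± 12.1 and 67.8 ± 12.4 (SD, n = 4), and in bleomycin-treated cells 480 ± 70.9, 102 ± 13.1 and 102 ± 17.5 (SD, n = 4).

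The log2 fold change of COPB2 against the control shRNA was -2.93 (SE 0.31, adjusted p 0.00169) with shRNA 1 and -2.75 (SE 0.31, adjusted p 0.00341) with shRNA 2 in ER:RAS cells with DMSO. In OIS it was -2.28 (SE 0.31, adjusted p 0.00461) and -2.11 (SE 0.30, adjusted p 0.00471). In IMR90 cells with DMSO it was -2.84 (SE 0.18, adjusted p 2.93e-09) and -2.54 (SE 0.18, adjusted p 2.22e-08), and in bleomycin-treated cells -2.23 (SE 0.18, adjusted p 2.23e-07) and -2.24 (SE 0.18, adjusted p 2.06e-07). The alternative that moved these results most was a fit of only the 6 ER:RAS libraries compared, where the log2 fold changes ran from -2.92 to -2.06 and the adjusted p-values from 0.232 to 0.870, so no call was made there. The 7 alternatives of each ER:RAS contrast gave adjusted p-values from 1.11e-22 to 0.870. Without replicate 2 of shRNA 2 in ER:RAS cells with DMSO, the adjusted p-value was 0.0668. The interaction log2 fold change, where a positive value is a smaller reduction in senescent than in DMSO-treated cells, was 0.65 (SE 0.41) and 0.65 (SE 0.41) in ER:RAS cells and 0.61 (SE 0.24) and 0.30 (SE 0.24) in IMR90 cells, and it was not called in any of the 4.

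**Figure D1:**
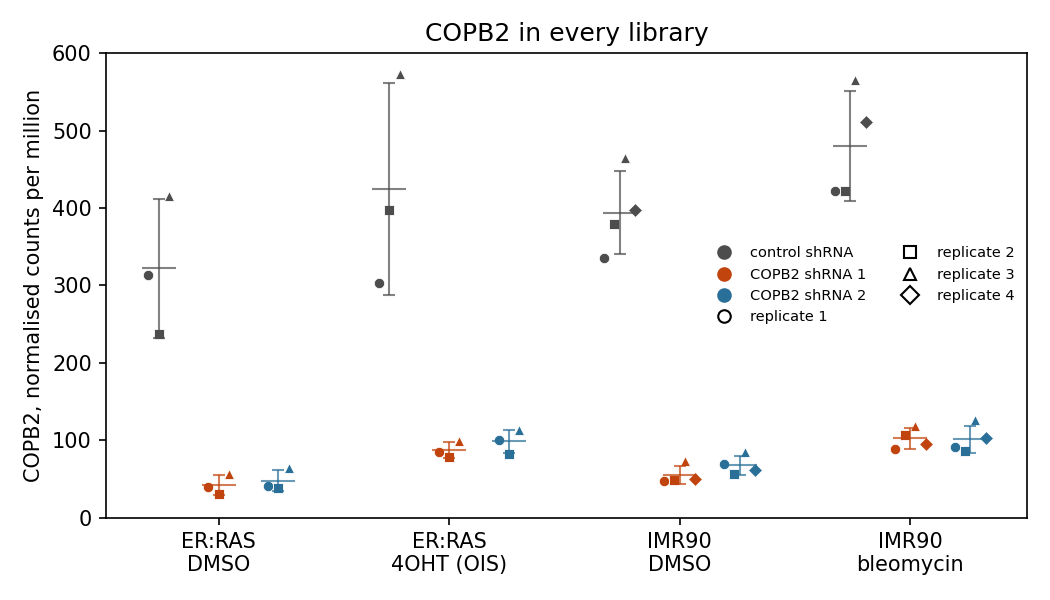
COPB2 level in CPM of the scaled library size (vertical axis, from 0) in each library by cell state (horizontal axis). Colours mark the shRNA, symbols the replicate number, and bars the mean and SD of 3 or 4 libraries. Libraries with a COPB2 shRNA lie between 30.3 and 126 and those with the control shRNA between 237 and 573.

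The OIS contrast, 4OHT against DMSO with the control shRNA in ER:RAS cells, asked which transcripts change when RAS signalling induces senescence. Of 14297 genes tested, 5098 were called, 2210 higher and 2888 lower, and 4058 of these changed by at least 1 on the log2 scale. The median gene stood at -0.08 with TMM scaling and at 0.04 with DESeq2 size factors, where 2414 genes were called higher and 2487 lower, so changes of single genes are read against a shift of about that size. The count moved to 7888 under a correction for GC content and length, chosen after seeing the data, while a fit of only the 6 libraries compared called 2911. Of the called genes, 4866 had no overlap between the 3 libraries of each group. Over all genes tested 39.4% had none, where chance gives 10%.

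The rule for named genes left 1543 higher and 1833 lower genes in OIS. The 5 highest by fitted log2 fold change had no library above 2 counts with DMSO, so their change is a bound against the floor of 3 counts and their order holds only for the fitted values. PI3 (chromosome 20, 43803543 to 43805185) reached 390 ± 152 CPM (SD, n = 3), a log2 change of at least 11.33. SERPINA9 (chromosome 14, 94929054 to 94946026) reached 116 ± 17.9 (at least 9.58), CSF2 (chromosome 5, 131409482 to 131411863) 412 ± 105 (at least 11.40), LCE1F (chromosome 1, 152747616 to 152749500) 69.7 ± 27.5 (at least 8.84) and CSF3 (chromosome 17, 38171614 to 38174066) 361 ± 151 (at least 11.21). The 5 lowest by fitted change had at most 2 counts in any OIS library. FMO2 (chromosome 1, 171154388 to 171181825) had 38.3 ± 16.7 CPM with DMSO, which puts its log2 change at -7.64 or lower. The same limit was -7.22 for WNT2 (chromosome 7, 116915505 to 116963206), -7.90 for ADH1B (chromosome 4, 100226128 to 100242558), -8.87 for PODN (chromosome 1, 53527724 to 53551173) and -8.23 for CXCL12 (chromosome 10, 44865613 to 44881941). Adjusted p-values of these 10 genes were between 1.99e-09 and 8.45e-05.

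Markers of senescence and of the SASP were listed in advance. CDKN1A (chromosome 6, 36644237 to 36655114) rose in OIS with a log2 fold change of 2.47 (SE 0.35, adjusted p 5.30e-05). CDKN2A (chromosome 9, 21967751 to 21995300) rose by 1.60 (SE 0.46, adjusted p 0.0124), a call that 2 of the 6 fits without 1 library did not make, with a highest adjusted p-value of 0.0931 and a log2 fold change of 1.00 without replicate 1 of OIS. LMNB1 (chromosome 5, 126112315 to 126172712) changed by -2.53 (SE 0.37, adjusted p 6.47e-05). MKI67 (chromosome 10, 129894923 to 129924687) had 1 count in each OIS library, which puts its change at -5.19 or lower. IL6 (chromosome 7, 22765503 to 22771621) rose by 3.93 (SE 0.47, adjusted p 1.12e-05), CXCL8 (chromosome 4, 74606236 to 74609433) by 9.61 (SE 0.96, adjusted p 1.67e-06) and IL1B (chromosome 2, 113587328 to 113594393) by 13.06 (SE 0.40, adjusted p 2.85e-11). The change of IL1B lies above all 5 bounds given for the highest genes, and that of CXCL8 above those of SERPINA9 and LCE1F.

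The bleomycin contrast asked the same of DNA damage in IMR90 cells. Of 14783 genes tested, 4614 were called, 2275 higher and 2339 lower, and 2437 of these changed by at least 1 on the log2 scale. With DESeq2 size factors 2454 were higher and 2134 lower. Without the filter on low counts, 3111 of 24598 genes tested were called higher and 2288 lower, so the balance depends on the filter. Of the 4614 called genes, 3661 had no overlap between the 4 libraries of each group. Over all genes tested 28.05% had none, where chance gives 2.86%. The rule for named genes left 988 higher and 1487 lower genes.

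The 5 highest genes of the bleomycin contrast had an SD above their mean, and leaving out replicate 4 of the bleomycin group lowered each of their log2 fold changes. MMP3 (chromosome 11, 102706532 to 102714340) was at 38.1 ± 39.7 CPM (SD, n = 4) against 0.123 ± 0.0986, a log2 fold change of 8.17 (SE 1.70, adjusted p 0.000802) that was 7.18 without replicate 4. CXCL8 was at 352 ± 578 against 1.62 ± 0.521, with a log2 fold change of 7.77 (SE 1.87, adjusted p 0.00290) and of 5.30 without replicate 4. CXCL3 (chromosome 4, 74902306 to 74904524) had 6.79 (SE 2.20, adjusted p 0.0219) and 3.25 without replicate 4, CXCL1 (chromosome 4, 74735110 to 74737025) 6.41 (SE 1.91, adjusted p 0.0133) and 3.24, and CXCL5 (chromosome 4, 74861359 to 74864394) 6.23 (SE 2.10, adjusted p 0.0272) and 2.37. The highest adjusted p-values over the 8 fits without 1 library were 0.246, 0.127 and 0.338 for CXCL3, CXCL1 and CXCL5, so those 3 calls depend on single libraries. CXCL3 and CXCL5 were also not called without the filter on low counts (adjusted p 0.0531 and 0.0626).

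The 5 lowest genes after bleomycin were ADH1B with a log2 fold change of -6.28 (SE 0.61, adjusted p 1.51e-07), FGF10 (chromosome 5, 44300349 to 44389808) with -6.16 (SE 0.59, adjusted p 1.48e-07), WNT2 with -5.82 (SE 0.43, adjusted p 3.60e-09), CPXM1 (chromosome 20, 2774720 to 2781273) with -4.57 (SE 0.46, adjusted p 2.32e-07) and PTGDS (chromosome 9, 139869544 to 139876194) with -4.54 (SE 0.65, adjusted p 1.61e-05). Without replicate 4 of the bleomycin group, ADH1B stood at -7.44 and FGF10 at -7.48. Among the markers, CDKN1A rose by 2.58 (SE 0.34, adjusted p 5.90e-06), LMNB1 changed by -2.53 (SE 0.26, adjusted p 3.96e-07) and MKI67 by -3.05 (SE 0.50, adjusted p 7.26e-05). CDKN2A did not differ beyond its spread, at -0.27 (SE 0.26, adjusted p 0.479). IL1B rose by 5.47 (SE 1.304, adjusted p 0.00261), which was 4.28 without replicate 4 of the bleomycin group. IL6 rose by 3.13 (SE 1.29, adjusted p 0.0706), which was 1.24 without that replicate. A fit of only the libraries compared called IL6 (3.15, adjusted p 0.0317). Over 7 alternatives its adjusted p-values ran from 0.0317 to 0.132, so the call depends on the model.

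**Figure D2:**
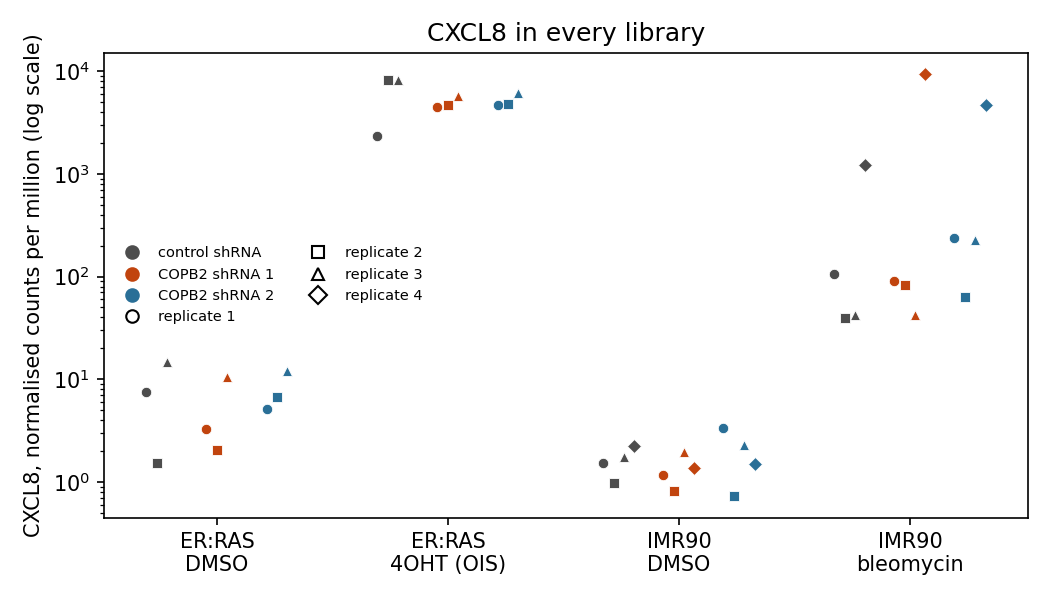
CXCL8 level in CPM of the scaled library size (vertical axis, log scale) in each library by cell state (horizontal axis). Colours mark the shRNA and symbols the replicate number. Replicate 4 of the 3 bleomycin groups stands at 1218, 9374 and 4665, above the other 3 libraries of its group.

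Both senescence contrasts were compared over the 14010 genes tested in both. There were 2422 genes called in both, against 1463 by chance, and 2222 of them (91.7%) changed in the same direction, 876 higher and 1346 lower. The other 200 changed in opposite directions. The log2 fold changes had a Pearson correlation of 0.650 and a Spearman correlation of 0.556 across genes, which are not independent replicates. Each model has its own DMSO group in its own cell line, so a direct test compares model and cell line together. It called 3101 of 15299 genes, 1246 with the higher and 1855 with the lower response in OIS.

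The study asked whether COPI components are higher in senescent cells. Of the 9 COPI subunit transcripts, 5 were higher and 4 lower in OIS, with log2 fold changes from -1.26 to 0.85. Both called subunits were lower: COPG2 (chromosome 7, 130146079 to 130353588, with 1 overlapping gene on each strand) at -0.96 (SE 0.18, adjusted p 0.000504) and COPZ2 (chromosome 17, 46103533 to 46115392) at -1.26 (SE 0.38, adjusted p 0.0175). The count was also 2 when adjusted over the list alone. COPZ2 was not called with DESeq2 size factors (adjusted p 0.0536), and without 1 library its highest adjusted p-value was 0.112 and its log2 fold change ran from -1.81 to -0.91. COPB2 itself changed by 0.40 (SE 0.29, adjusted p 0.327) in OIS. Its adjusted p-values over 7 alternatives ran from 0.000304 to 0.419, so the call depends on the model. With the correction for GC content and length, which was not the only alternative to call it, the change was 0.49 (adjusted p 0.000523). After bleomycin 8 of the 9 subunits were higher, from -0.21 to 0.32, and 0 were called over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 0 as well, the smallest being 0.0574 for ARCN1.

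As a list, the COPI subunits had a median log2 fold change of 0.15 in OIS (adjusted p 0.978) and 0.15 after bleomycin (adjusted p 0.509) by camera. The list of COPI transport genes had a median of 0.25 in OIS (33 of 52 genes higher, adjusted p 0.0488) and 0.24 after bleomycin (45 of 52 genes higher, adjusted p 0.00506). Of its genes 8 were called in OIS, 5 of them higher, and 7 after bleomycin, all higher. Adjusted over the list alone these counts were 7 and 6. The OIS result moved most when cytoskeletal genes were added (adjusted p 0.214), and it was not past the threshold without the filter on low counts (0.0607) or with an estimated inter-gene correlation (0.0808). Of the 6 fits without 1 library 4 were not past it either, up to 0.0813 without replicate 3 of the DMSO group. After bleomycin the filter and the correlation gave 0.118 and 0.214.

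The knockdown contrasts asked what the loss of COPB2 changes in each cell state. The study reported that this knockdown killed cells in OIS more than others, and also doxorubicin-treated senescent cells. RNA of the senescent groups may thus come from surviving or dying cells, and what cell loss adds to the changes was not tested. In DMSO-treated ER:RAS cells each shRNA gave 1 called gene, COPB2 itself, with 116 and 133 genes at an unadjusted p under 0.05 where 715 would be expected by chance. In DMSO-treated IMR90 cells each shRNA also gave COPB2 alone, with 165 and 166 genes at an unadjusted p under 0.05 where 739 would be expected. With the replicate number as a block shRNA 2 gave 2. In OIS, shRNA 1 gave 20 called genes (18 higher, 2 lower) and shRNA 2 gave 32 (30 higher, 2 lower), of which 19 were shared in the same direction (17 higher, 2 lower). At an unadjusted p under 0.05 there were 462 and 640 genes, where 715 would be expected. With the correction for GC content and length, chosen after seeing the data, there were 1137 and 1491. In DMSO-treated cells the correction gave 295 and 422 in the ER:RAS line and 377 and 352 in the IMR90 line. These counts depend on the model, so one below the expected number is not read as absence of a response. All 20 and all 32 called genes in OIS had no overlap between groups. Over all genes tested 6.46% and 7.93% had none, where chance gives 10%. The counts were 0 and 0 in fits of only the 6 libraries compared (249 and 348 genes at an unadjusted p under 0.05), and 72 and 171 with the correction for GC content and length. Without replicate 2 of the control shRNA in OIS they were 10 and 15.

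The rule for named genes gave 10 higher and 1 lower gene over both shRNAs in OIS, and the lower one was COPB2. INHBE (chromosome 12, 57846106 to 57853063) rose from 1.09 ± 0.732 CPM to 30.3 ± 12.1 with shRNA 1 and 33.6 ± 12.8 with shRNA 2 (SD, n = 3), log2 fold changes of 4.80 (SE 0.53, adjusted p 0.00220) and 4.95 (SE 0.53, adjusted p 0.00159). ATP6V0D2 (chromosome 8, 86999552 to 87166454) rose by 2.89 (SE 0.48, adjusted p 0.0189) and 3.08 (SE 0.48, adjusted p 0.00867). DDIT3 (chromosome 12, 57910371 to 57915520), which overlaps 1 gene on its strand and 2 on the other, rose from 24.0 ± 1.63 to 134.98 ± 70.06 and 145 ± 60.8, or by 2.49 (SE 0.37, adjusted p 0.00822) and 2.59 (SE 0.37, adjusted p 0.00471). TCF19 (chromosome 6, 31126108 to 31134936) rose by 2.49 (SE 0.31, adjusted p 0.00354) and 2.40 (SE 0.31, adjusted p 0.00268), and MOCOS (chromosome 18, 33767460 to 33852120) by 2.05 (SE 0.34, adjusted p 0.0189) and 2.21 (SE 0.34, adjusted p 0.00811). Leaving out 1 library changed the call with shRNA 1 for ATP6V0D2 in 4 of 6 fits, for DDIT3 in 2 and for MOCOS in 5, and with shRNA 2 for ATP6V0D2 and MOCOS in 1 each. The highest adjusted p-values in these fits were 0.125, 0.0770 and 0.126 with shRNA 1 and 0.0594 for both genes with shRNA 2.

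In bleomycin-treated cells shRNA 1 gave COPB2 alone as a called gene (208 genes at an unadjusted p under 0.05). With shRNA 2 there were 11 called genes, 10 of them higher, and 997 at an unadjusted p under 0.05 where 739 would be expected. The call shared by both shRNAs was COPB2. With the replicate number as a block, shRNA 1 gave 3 called genes, shRNA 2 gave 28, which included all 11, and both shared 2. Besides COPB2, DDIT3 rose by 1.17 (SE 0.17, adjusted p 0.00241), HERPUD1 (chromosome 16, 56966054 to 56978776) by 1.10 (SE 0.16, adjusted p 0.00241), ATF4 (chromosome 22, 39915700 to 39918688) by 0.86 (SE 0.16, adjusted p 0.0410) and MTHFD2 (chromosome 2, 74413299 to 74444692) by 0.90 (SE 0.17, adjusted p 0.0410) with shRNA 2. INHBE, which was chosen after its values were seen because it was also called in OIS, rose by 2.33 (SE 0.41, adjusted p 0.0234). With shRNA 1 the change of DDIT3 was 0.62 (SE 0.17) and that of HERPUD1 0.63 (SE 0.15), neither past the threshold (adjusted p 0.9998 for both). The count of 11 genes was 3 without replicate 1 of the bleomycin control shRNA group and 1 in a fit of only the 8 libraries compared. It was 6 without the filter on low counts and 36 with the DESeq2 Wald test. The correction for GC content and length, in one fit with the block, gave 96 and kept 10 of the 11, among them DDIT3 at 0.93 (adjusted p 0.0276), ATF4 at 0.69 (0.0204) and MTHFD2 at 0.90 (0.0168). The correction without the block gave 32 and kept 7, and DDIT3 at 0.94 (0.0736), ATF4 at 0.70 (0.0976) and MTHFD2 at 0.89 (0.0860) were not called. ATF4 (0.0933) and MTHFD2 (0.0911) were also not called without the filter on low counts. Over 7 alternatives the adjusted p-values ran from 2.48e-08 to 0.555 for DDIT3, from 0.000569 to 0.99999 for ATF4 and from 0.000768 to 0.681 for MTHFD2, so these calls depend on the model. Leaving out 1 library changed the call of ATF4 in 7 of 8 fits, of MTHFD2 in 8 and of INHBE in 4, with adjusted p-values up to 0.309, 0.280 and 0.197.

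UPR transcripts after the knockdown were a question of the study. In OIS, ATF3 (chromosome 1, 212738676 to 212794119) rose by 1.65 (SE 0.23, adjusted p 0.00461) with shRNA 1 and 1.81 (SE 0.23, adjusted p 0.00254) with shRNA 2, and HERPUD1 by 1.40 (SE 0.21, adjusted p 0.00864) and 1.61 (SE 0.21, adjusted p 0.00268). HSPA5 (chromosome 9, 127997132 to 128003661) rose by 1.72 (SE 0.35, adjusted p 0.0954) and 1.98 (SE 0.36, adjusted p 0.0281), and ATF4 by 1.02 (SE 0.23, adjusted p 0.152) and 1.25 (SE 0.23, adjusted p 0.0304). The DESeq2 Wald test (adjusted p 0.000345) and the correction for GC content and length (1.62, adjusted p 0.0211) called HSPA5 with shRNA 1 as well, and the correction also called ATF4 with shRNA 1 (1.25, adjusted p 0.0292). Over 7 alternatives these adjusted p-values ran from 0.000345 to 0.99996 for HSPA5 and from 0.000611 to 0.99996 for ATF4. ATF4 with shRNA 2 was not called with DESeq2 size factors (0.0815) or without the filter on low counts (0.0679), and leaving out 1 library changed its call in 5 of 6 fits (highest adjusted p 0.233) and that of HSPA5 in 4 (highest 0.136). The call of HERPUD1 with shRNA 1 changed in 3 of 6 (highest 0.0896). In DMSO-treated ER:RAS cells HSPA5 changed by -0.06 (SE 0.34) and ATF3 by 0.21 (SE 0.22) with shRNA 1. XBP1 (chromosome 22, 29190543 to 29196585) was not called in OIS with either shRNA, at 0.10 (SE 0.27) and 0.25 (SE 0.27).

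As a list of 61 genes, the UPR had a median log2 fold change in OIS of 0.46 with shRNA 1 (58 genes higher, adjusted p 1.62e-29) and 0.56 with shRNA 2 (59 genes higher, adjusted p 9.00e-36). In bleomycin-treated cells the medians were 0.22 (59 genes higher, adjusted p 3.20e-20) and 0.39 (55 genes higher, adjusted p 2.13e-26). In DMSO-treated cells they were 0.09 (39 genes higher, adjusted p 0.00175) and 0.17 (43 genes higher, adjusted p 3.34e-13) in the ER:RAS line and 0.06 (43 genes higher, adjusted p 0.00346) and 0.13 (51 genes higher, adjusted p 3.62e-12) in the IMR90 line. The alternative that moved these tests most was fry, where the results in DMSO-treated cells were not past the threshold (adjusted p 0.0865 to 0.568) and those in senescent cells were. In OIS 3 and 5 of the genes were called over all genes tested, and 10 and 15 adjusted over the list alone, all higher. In bleomycin-treated cells these counts were 0 and 4 over all genes, and 4 and 26 adjusted over the list alone. In DMSO-treated cells they were 0 over all genes in each case. Adjusted over the list alone they were 0 and 2 in the ER:RAS line and 0 and 1 in the IMR90 line.

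In senescence without knockdown the UPR list did not pass the threshold, with medians of -0.11 in OIS (adjusted p 0.461) and 0.24 after bleomycin (0.0737). The PERK and ATF4 arm stood at -0.14 (0.655) and -0.05 (0.706), and the ATF6 and XBP1 arm at -0.05 (0.480) and 0.35 (0.00230).

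Both arms rose after knockdown in senescent cells. In OIS the median of the PERK and ATF4 arm was 0.70 (adjusted p 9.75e-22) and 0.81 (adjusted p 2.88e-25), and that of the ATF6 and XBP1 arm 0.44 (adjusted p 2.32e-16) and 0.46 (adjusted p 1.63e-20). In bleomycin-treated cells they were 0.29 and 0.59 for the first arm (26 of 26 genes higher with each shRNA) and 0.20 and 0.26 for the second. In DMSO-treated cells the first arm stood at 0.22 and 0.42 in the ER:RAS line and at 0.17 and 0.25 in the IMR90 line, past the threshold in each case (largest adjusted p 1.93e-05). The second arm stood at -0.03 (adjusted p 0.860), 0.02 (0.0414), 0.04 (0.520) and 0.09 (0.000635).

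**Figure D3:**
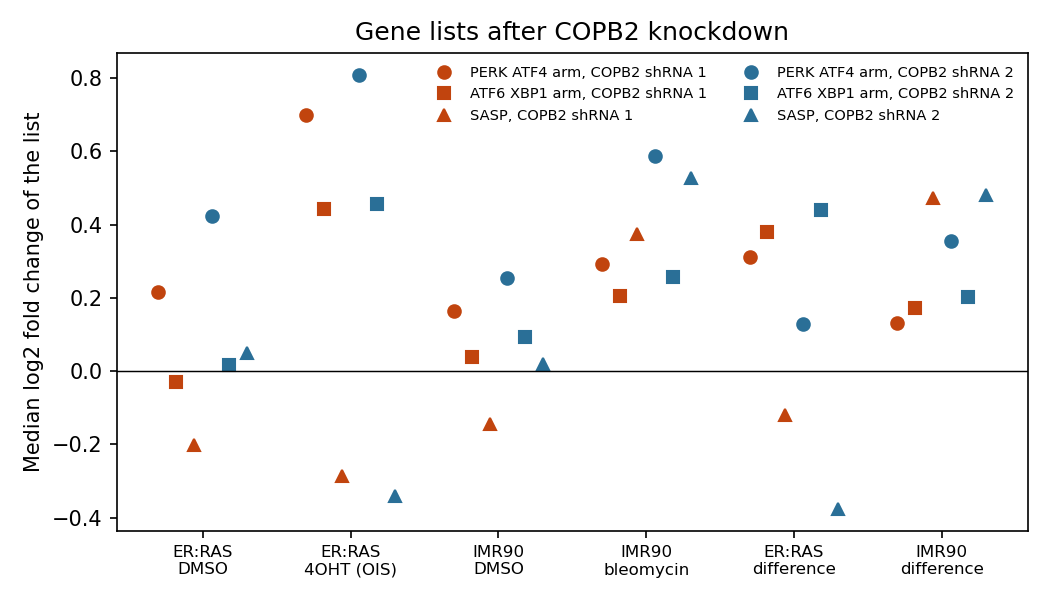
Median log2 fold change of 3 gene lists (vertical axis) after COPB2 knockdown by cell state, and its difference between senescent and DMSO-treated cells in each cell line (horizontal axis). Colours mark the shRNA and symbols the list. Both UPR arms lie above 0 in senescent cells with either shRNA, while the SASP list lies at -0.29 and -0.34 in OIS and at 0.38 and 0.53 in bleomycin-treated cells.

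The difference of the knockdown effect between senescent and DMSO-treated cells was tested directly. No gene was called (0 in each of the 4 contrasts), with 194 and 263 genes at an unadjusted p under 0.05 in ER:RAS cells and 121 and 285 in IMR90 cells. The DESeq2 Wald test called 8 and 12 genes in ER:RAS cells. For the UPR list the median difference was 0.33 (56 of 61 genes higher, adjusted p 5.58e-17) and 0.38 (49 genes higher, adjusted p 8.54e-12) in ER:RAS cells and 0.15 (54 genes higher, adjusted p 2.88e-08) and 0.25 (50 genes higher, adjusted p 1.31e-09) in IMR90 cells. Under fry only shRNA 1 in ER:RAS cells remained past the threshold, and the other 3 had adjusted p-values of 0.0661, 0.345 and 0.143. With an estimated inter-gene correlation both ER:RAS differences were past the threshold and both IMR90 differences were not (0.105 and 0.0763). The difference in the PERK and ATF4 arm was 0.31 (22 of 26 genes higher, adjusted p 6.90e-08) and 0.13 (15 of 26 higher, 0.00157) in ER:RAS cells and 0.13 (23 of 26 higher, 1.45e-05) and 0.36 (25 of 26 higher, 3.39e-09) in IMR90 cells. In the edgeR fit the ER:RAS medians of this arm were 0.14 (18 of 26 higher) and -0.02 (13 of 26 higher), so with shRNA 2 the larger rise of the list in OIS rests mainly on the other arm. In the ATF6 and XBP1 arm the difference was 0.38 (34 of 35 higher, 6.88e-14) and 0.44 (34 of 35 higher, 9.74e-13) in ER:RAS cells and 0.17 (31 of 35 higher, 1.65e-05) and 0.20 (25 of 35 higher, 0.000178) in IMR90 cells.

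SASP transcripts after the knockdown were a further question. The SASP list of 42 tested genes had a median log2 fold change of 5.71 in OIS (42 higher, adjusted p 9.00e-36) and 2.88 after bleomycin (41 higher, adjusted p 3.94e-10). In the edgeR fit, with 4 and 5 genes at the floor in one group set to their bound, the medians were 5.65 and 3.08. Of the genes 39 were called higher in OIS and 31 after bleomycin, and 39 and 37 adjusted over the list alone. After knockdown in OIS the list stood at -0.29 with shRNA 1 (39 of 42 lower, adjusted p 1.01e-08) and -0.34 with shRNA 2 (35 of 42 lower, adjusted p 4.43e-07). No gene of it was called there, over all genes or adjusted over the list alone (0 each). IL6 changed by -0.31 (SE 0.42) and -0.10 (SE 0.42), CXCL8 by -0.31 (SE 0.66) and -0.25 (SE 0.66) and IL1B by -0.32 (SE 0.24) and -0.34 (SE 0.24), all within their spread.

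In bleomycin-treated cells the SASP list stood at 0.38 with shRNA 1 (35 of 42 higher, adjusted p 0.00636) and 0.53 with shRNA 2 (40 of 42 higher, adjusted p 0.000177). In the edgeR fit the medians were 0.95 (37 of 42 higher) and 0.54 (41 of 42 higher). The first of these values rests on replicate 4. Without replicate 4 of all 3 bleomycin groups the medians were -0.04 (18 of 42 higher) and 0.44 (40 of 42 higher). CXCL8 changed by 2.77 (SE 1.44) with shRNA 1 and by 1.88 (SE 1.40) with shRNA 2, neither past the threshold (adjusted p 0.9998 and 0.827). It was higher than in the control library of the same number in 3 of 4 pairs with shRNA 1 and in 4 of 4 with shRNA 2. Without replicate 4 of all 3 groups its change was 0.18 (SE 0.49, adjusted p 0.99987) and 1.49 (SE 0.50, adjusted p 0.9995). In DMSO-treated cells the list stood at -0.20 (adjusted p 0.00230) and 0.05 (0.364) in the ER:RAS line and at -0.14 (0.0879) and 0.02 (0.986) in the IMR90 line. The last median was also 0.02 with DESeq2 size factors, and -0.01 with the correction for GC content and length. The difference between senescent and DMSO-treated cells was -0.12 (adjusted p 0.0911) and -0.38 (adjusted p 1.02e-05) in ER:RAS cells and 0.47 (adjusted p 0.00185) and 0.48 (adjusted p 0.00741) in IMR90 cells.

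The other lists served as comparisons. Cell-cycle genes had a median of -2.17 in OIS (33 of 35 lower, adjusted p 3.76e-11) and -1.20 after bleomycin (30 of 35 lower, adjusted p 1.51e-08). After knockdown in DMSO-treated cells they stood at -0.25 (adjusted p 1.09e-07) and -0.56 (adjusted p 1.73e-28) in the ER:RAS line and at -0.07 (adjusted p 0.0402, and 0.0546 with the replicate number as a block) and -0.20 (adjusted p 2.62e-10) in the IMR90 line. In senescent cells they were within -0.08 to 0.04 and not past the threshold. Their difference between senescent and DMSO-treated cells was 0.27 (adjusted p 4.18e-06) and 0.44 (adjusted p 2.05e-11) in ER:RAS cells. In IMR90 cells it was 0.10 (adjusted p 0.0556, not past the threshold) and 0.24 (adjusted p 1.41e-05). Sterol synthesis genes had a median of 2.30 in OIS (19 of 20 higher, adjusted p 3.15e-12) and 0.99 after bleomycin (20 of 21 higher, adjusted p 1.86e-08). After knockdown they stood at 0.39 and 0.40 in OIS (20 of 20 higher with each shRNA) and at 0.32 and 0.46 in bleomycin-treated cells. In DMSO-treated cells they stood at 0.00 (adjusted p 0.205) with shRNA 1 and 0.25 (15 of 20 higher, adjusted p 6.24e-06) with shRNA 2 in the ER:RAS line, and at 0.05 (0.661) and 0.25 (20 of 21 higher, adjusted p 1.31e-05) in the IMR90 line. The difference of the sterol list was 0.39 (adjusted p 1.99e-05) and 0.12 (adjusted p 0.0588, not past the threshold) in ER:RAS cells. In IMR90 cells it was 0.25 (adjusted p 4.43e-07) and 0.24 (adjusted p 0.00149). Interferon response genes had a median of -1.66 in OIS (19 of 22 lower, adjusted p 0.000241) and -0.60 after bleomycin (16 of 22 lower, adjusted p 0.0130). After knockdown their medians ran from -0.23 to 0.22 with both signs. They passed the threshold with shRNA 1 in DMSO-treated ER:RAS cells (0.22, 18 of 22 higher, adjusted p 1.60e-05). They also did with shRNA 2 in DMSO-treated IMR90 cells (-0.04, 15 of 22 lower, adjusted p 0.0474), and in no other knockdown contrast. Their difference between senescent and DMSO-treated cells was not past the threshold in any contrast.

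Of the 135 list tests 81 were past the threshold. Camera with an estimated inter-gene correlation kept 45 of these and fry kept 38, with no further test passing under either. The UPR results in senescent cells and the SASP results in OIS, with and without knockdown, held under both. The SASP result after bleomycin held under fry and not with an estimated correlation (adjusted p 0.230), and the SASP results after knockdown in bleomycin-treated cells held under neither. Both COPI transport results held under fry and not with an estimated correlation.

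Responses to both shRNAs were compared within each cell state. Their log2 fold changes correlated across genes with a Pearson r of 0.563 in DMSO-treated ER:RAS cells, 0.780 in OIS, 0.501 in DMSO-treated IMR90 cells and 0.389 in bleomycin-treated cells. Genes are not independent replicates, and both contrasts share their control libraries.

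The number of gene symbols with at least 1 count was 16139 to 17706 in the libraries of the 9 groups without bleomycin and 19212 to 20161 in the 12 libraries with it. In IMR90 cells with the control shRNA it was 17023 ± 240 with DMSO and 19808 ± 424 with bleomycin (SD, n = 4), and with all 24 IMR90 libraries thinned to 15580424 counts these groups still differed by 2786 on average (exact permutation p 0.0286, the smallest that 4 against 4 libraries allow).

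**Figure D4:**
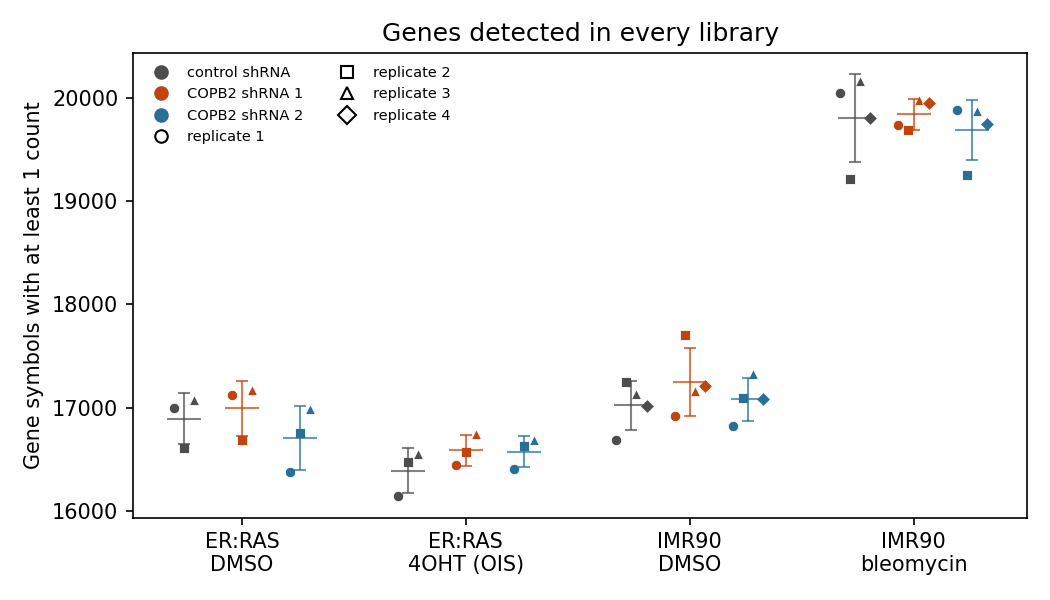
Gene symbols with at least 1 count (vertical axis, not starting at 0) in each library by cell state (horizontal axis). Colours mark the shRNA, symbols the replicate number, and bars the mean and SD of 3 or 4 libraries. The 12 bleomycin libraries lie between 19212 and 20161 and the 30 others between 16139 and 17706.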

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

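The tests of genes detected, of the shared batch, of the strength of the knockdown and of a single shRNA were chosen only after the result was seen. The other tests were set after the patterns were seen and before the values they measure, and the correction for GC content and length that some of them use was itself chosen after the data were seen.

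Levels of 16 genes, genes detected and total counts were tested in each of the 6 IMR90 groups of 4 libraries. In 16 of 108 such tests 1 library lay far from the other 3, where about 5.4 would by chance. Of these, 9 were high values of replicate 4 in a bleomycin group. With the control shRNA, replicate 4 had IL6 at 199 CPM (others 7.60 to 21.7) and CXCL8 at 1218 (39.6 to 107). With shRNA 1 it had IL6 at 1048 (7.59 to 23.2), CXCL8 at 9374 (42.7 to 90.8), IL1B at 641 (9.23 to 18.3) and HERPUD1 at 189 (134 to 140). With shRNA 2 it had IL6 at 551 (26.4 to 49.2), CXCL8 at 4665 (62.7 to 239) and IL1B at 216 (11.7 to 45.5). The median of the SASP list in these libraries lay 1.26, 2.67 and 1.69 above replicates 1 to 3 on the log2 scale, while in replicate 4 of the DMSO groups it lay at 0.04, -0.00 and -0.03.

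RNA from ER:RAS cells in OIS would bring ESR1 transcripts along, and the highest ESR1 level in these 3 libraries was 0.0649% of the level that their CXCL8 share would need. After the correction for GC content and length, CXCL8 in replicate 4 still stood at least 8.68-fold above the next library of its group. A batch effect on all treatments would raise the DMSO libraries as well, but their largest CXCL8 or IL6 ratio to the next library was 1.28. The 10 most abundant genes took at most 5.27% of the counts in these libraries, within the 4.21% to 6.22% of the other bleomycin libraries. A stronger secretory response of the cells treated in that replicate is a candidate explanation that remains, as is a step that touched only the bleomycin plates of that replicate, which the labels do not record.

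The other 7 of the 16 were HERPUD1 at 225 in replicate 2 with shRNA 2 and bleomycin (others 201 to 204), DDIT3 at 29.6 in replicate 3 with the control shRNA and DMSO, the lowest value (33.01 to 33.47), HERPUD1 at 127 (91.4 to 94.4) and CDKN1A at 1004 (387 to 467) in replicate 1 of that group, COPB2 at 72.9 in replicate 3 with shRNA 1 and DMSO (47.6 to 50.2), and CDKN1A in replicate 1 with DMSO at 715 with shRNA 1 (354 to 412) and at 890 with shRNA 2 (413 to 482). No explanation was tested for these single values.

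The UPR list rose more after knockdown in senescent than in DMSO-treated cells, with adjusted p-values of the difference of 5.58e-17 and 8.54e-12 in ER:RAS cells and 2.88e-08 and 1.31e-09 in IMR90 cells. Of 60 splits of the 12 or 16 libraries into groups of the same sizes, 5, 10, 9 and 3 gave a difference as large, the real one included. Besides the real one, 4, 6, 0 and 1 of these kept the senescent knockdown and control groups as they were, and so kept part of the difference itself. Of the splits that mixed the senescent groups 0 of 50, 3 of 52, 8 of 58 and 1 of 58 were as large. After the correction for GC content and length the smallest median difference was 78.1% of the uncorrected one, so that trend is not the whole cause. A stronger knockdown in senescent cells would give a COPB2 difference below 0. With shRNA 1 in IMR90 cells it was 0.61 (SE 0.24), above 0 by more than 2 SE, which argues against this there. It was 0.65 (SE 0.41) with shRNA 1 and 0.65 (SE 0.41) with shRNA 2 in ER:RAS cells and 0.30 (SE 0.24) with shRNA 2 in IMR90 cells, within 2 SE of 0, which leaves it open in these. An off-target effect of a single shRNA would leave the other near 0, and the smaller median difference over both shRNAs was 0.33 in ER:RAS and 0.15 in IMR90 cells. Both differences of a line share their control libraries, which alone could raise both, and what they would give was not measured, so an off-target effect stays open in both lines. Other groupings of the libraries stay open as an explanation for shRNA 2 in ER:RAS cells and shRNA 1 in IMR90 cells, where 3 of 52 and 8 of 58 mixing splits were as large. Some IMR90 splits part as many same-numbered pairs as the real one. Of these, the real one included, 2 of 10 were as large with shRNA 1 and 3 of 16 with shRNA 2. Other groupings are thus not ruled out for shRNA 2 in IMR90 cells either. Loss of senescent cells, which the study reported after COPB2 knockdown, was not tested as an explanation. Under fry 1 of the 4 differences was past the threshold. By camera, the cell-cycle and sterol synthesis lists also had differences past the threshold. With shRNA 2 in ER:RAS cells that of the cell-cycle list was 0.44 and that of the UPR list 0.38. The cell-cycle value comes from a fall in DMSO-treated cells (-0.56) against -0.08 in OIS, where these genes were already low. It does not compare with a rise. The sterol synthesis list rose in senescent cells, with differences of 0.39 and 0.12 (not past the threshold) in ER:RAS and 0.25 and 0.24 in IMR90 cells. Except with shRNA 2 in ER:RAS cells, a larger rise in senescent cells is thus not particular to the UPR list.

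Within each cell state, the UPR list gave a result as large as the real one in 1 of 10 splits in each of the 4 ER:RAS contrasts. That 1 is the real grouping, and 3 against 3 libraries allow no lower share, so the count decides nothing there. In OIS the camera p-values of the real grouping were 3.60e-31 and 9.22e-38 and the smallest of the other splits 2.44e-17 and 2.15e-18. In IMR90 cells 11 and 2 of 35 splits did with DMSO, and 1 and 1 of 35 with bleomycin. Among the 8 splits that part all 4 pairs of same-numbered libraries, only the real one was as large in each of these 4 contrasts.

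The SASP list fell after knockdown in OIS and rose in bleomycin-treated cells. The difference between senescent and DMSO-treated cells had an adjusted p-value of 1.02e-05 with shRNA 2 in ER:RAS cells, and of 0.00185 and 0.00741 in IMR90 cells. Without replicate 4 of the bleomycin groups the median after knockdown in bleomycin-treated cells was -0.035 with shRNA 1 and 0.44 with shRNA 2, so that the high replicate may explain the rise with the first and not with the second. After the correction for GC content and length the medians in bleomycin-treated and OIS cells still differed by at least 0.57. In bleomycin-treated cells 30 and 13 of 35 splits gave a result as large, and in DMSO-treated IMR90 cells 2 and 35 of 35. In ER:RAS cells 1 and 5 of 10 did with DMSO and 1 and 1 of 10 in OIS, where a count of 1 is the real grouping and decides nothing. Among the 8 splits of the bleomycin-treated libraries that part all 4 pairs, 8 were as large with shRNA 1 and 2 with shRNA 2. These splits hold the high replicate 4, and without it 40 of 42 genes were higher with shRNA 2 (camera p 1.26e-14), so the cause of that rise stays open.

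The responses to OIS and to bleomycin differed in 3101 genes. They also differed in the SASP list (median difference 2.51, adjusted p 1.90e-10), the cell-cycle list (-1.13, 5.20e-06), the sterol synthesis list (1.19, 2.21e-08) and the interferon list (-1.0001, 0.00912). The UPR list (-0.13), the COPI subunits (0.06) and COPI transport (0.07) did not pass the threshold. Of 60 splits 12 gave as many genes, the real one included, and 9 of these, again with the real one, kept the 4OHT and DMSO groups of the ER:RAS line as they were. Of the 50 splits that mixed them 3 gave as many. Model, cell line and number of libraries differ together, so cell line and model cannot be separated, and no biological explanation was tested.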

How the results depend on the processing

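The correction for GC content and length, alone and with the replicate number as a block, was chosen only after the data were seen, and the other alternatives before. The cause of the changes was not tested.

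Genes called. For OIS the correction for GC content and length gave 7888, with the replicate block 9171, and a fit of only the groups compared 2911 (5098 in the report). For bleomycin the correction with the block gave 7574 and a fold change of at least 1 on the log2 scale 2437 (4614). The difference between both gave 4711 with the block, 5269 with the correction and 6395 with both (3101).

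With shRNA 1 in ER:RAS cells with DMSO, a fit of only the groups compared gave 0 (69 without adjustment). With shRNA 2 it gave 0 (86 without adjustment), the block 2, the correction with the block 7 and DESeq2 3. In OIS shRNA 1 gave 44 with the block, 72 with the correction, 250 with both, 50 with DESeq2 and 0 (249 without adjustment) with only the groups compared. ShRNA 2 gave 76, 171, 478, 70 and 0 (348 without adjustment). The shared genes were 42 with the block and 224 with both.

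With DMSO in IMR90 cells shRNA 1 gave 2 with correction and block. ShRNA 2 gave 2 with the block, the correction, both and DESeq2, and both shRNAs shared 2 with correction and block. With bleomycin shRNA 1 gave 3 with the block, 2 with the correction and 2 with both. ShRNA 2 gave 6 without a filter, 28 with the block, 32 with the correction, 96 with both, 36 with DESeq2 and 1 with only the groups compared. Both shared 2 with the block and 2 with both. With DMSO the block also moved the lists of COPI transport with shRNA 1 (adjusted p 0.0934 to 0.0416), the cell cycle with shRNA 1 (0.0402 to 0.0546) and the COPI subunits with shRNA 2 (0.0764 to 0.0292). It changed no other call of a named gene or list in the IMR90 knockdown contrasts, where the numbers pair the libraries. Differences between OIS and DMSO gave 4, 8 and 8 genes with shRNA 1 (block, correction with block, DESeq2) and 4, 18 and 12 with shRNA 2. OIS and bleomycin shared 3350 genes with the block, 4550 with correction and block and 1280 with a log2 change of at least 1.

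The log2 change of COPB2 in ER:RAS cells was -2.92 and -2.74 (DMSO) and -2.27 and -2.06 (OIS) with only the groups compared, where the adjusted p-values rose to 0.870, 0.760, 0.344 and 0.232. COPB2 in OIS was called with the block (0.40, adjusted p 0.0488), as was HSPA5 with shRNA 1 in OIS (1.71, 0.000788). ATF4 there had 0.0568 with the block and 0.000611 with the correction and the block. For bleomycin the block gave CXCL3 at 5.35 (0.0106), CXCL1 at 3.92 (0.0171) and CXCL5 at 3.39 (0.0645, not called). COPI subunits called in OIS were 1 with DESeq2 size factors, 4 with the block, 5 with the correction, 5 with both and 0 with only the groups compared. In bleomycin they were 1, 1 and 3 with block, correction and both.

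UPR list. Adjusted p with shRNA 1 in ER:RAS cells with DMSO was 0.231 with an estimated correlation and 0.460 with fry. With shRNA 2 fry gave 0.0865. In IMR90 cells with DMSO it was 0.4003 and 0.568 with shRNA 1 and 0.153 (fry) with shRNA 2. The difference between senescent and DMSO-treated cells gave 0.0661 (fry) with shRNA 2 in ER:RAS cells, 0.105 and 0.345 with shRNA 1 and 0.0763 and 0.143 with shRNA 2 in IMR90 cells.

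SASP list. For bleomycin an estimated correlation gave 0.230. With shRNA 1 in ER:RAS cells with DMSO the correction gave 0.109, an estimated correlation 0.131 and fry 0.338. With shRNA 1 in IMR90 cells fgsea gave 0.00835 with DMSO. With bleomycin an estimated correlation and fry gave 0.633 and 0.719 with shRNA 1, and 0.505 and 0.539 with shRNA 2. With shRNA 2 and DMSO the direction of the test, but not the sign of the median, reversed with DESeq2 size factors (0.961), the block (0.997) and fgsea (0.276). COPI transport gave 0.0607 without a filter, 0.0808 with an estimated correlation and 0.214 with cytoskeletal genes added for OIS, and 0.118 and 0.214 for bleomycin without a filter and with an estimated correlation. For the COPI subunits in OIS the direction of the test, but not the sign of the median, reversed without a filter (0.975), with fry (0.290) and with fgsea (0.952). Lists past the threshold numbered 45 with an estimated correlation and 38 with fry (81).

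Leaving out 1 library at a time gave 4034 to 5146 genes for OIS, 3704 to 4717 for bleomycin, 0 to 1 with shRNA 2 in ER:RAS cells with DMSO (0 without replicate 2 of the shRNA group), 10 to 18 and 15 to 31 in OIS (lowest without replicate 2 of the control), 3 to 10 with shRNA 2 and bleomycin (3 without replicate 1 of the control), and 2563 to 3056 for the difference between models. COPI subunits called in OIS were 1 (without replicate 2 of the OIS control) to 3. The log2 change of COPB2 with shRNA 2 in ER:RAS cells with DMSO ran from -2.99 to -2.53, and without replicate 2 of the shRNA group was -2.62 with an adjusted p of 0.0668.

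The UPR list with 1 library left out had adjusted p-values from 0.000186 to 0.153 with shRNA 1 in ER:RAS cells with DMSO (highest without replicate 3 of the shRNA group) and from 9.05e-06 to 0.374 in IMR90 cells with DMSO (highest without replicate 1 of the shRNA group). The SASP list in ER:RAS cells with DMSO had 0.00384 to 0.140 with shRNA 1 (highest without replicate 3 of the control) and 0.0142 (without the same library) to 0.973 with shRNA 2. With DMSO in IMR90 cells shRNA 1 gave 0.0251 (without replicate 2 of the control) to 0.560. For shRNA 2 the direction of the test reversed without replicate 1 (0.496) or 3 (0.772) of the shRNA group or replicate 2 (0.544), 3 (0.865) or 4 (0.921) of the control. With bleomycin shRNA 1 gave 2.02e-09 to 0.777, and without replicate 4 of the shRNA group the direction reversed (median -0.39). ShRNA 2 gave 3.31e-10 to 0.447 (highest without replicate 4 of the shRNA group, median 0.14). These fits, too, keep the high replicate 4 of the control. COPI transport in OIS had 0.0128 to 0.0813 (highest without replicate 3 of the DMSO control), and the direction of the COPI subunits test reversed without that library (0.906; range 0.701 to 0.982).

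Of 438 leave-one-out values of named genes 376 stayed the same, 59 were weaker, 1 was stronger and 2 reversed. These were CXCL8 with bleomycin, which ran from -2.29 to 5.22 with shRNA 1 and from -0.98 to 4.34 with shRNA 2, each lowest without replicate 4 of that shRNA group and highest without replicate 4 of the control. Each of these fits leaves a high replicate 4 on one side only, so the reversal comes with the fit and is not read as a fall. With only the groups compared 23 of 64 were weaker and 1 was stronger, which was IL6 after bleomycin (3.15, adjusted p 0.0317).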

Other observations

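The tests of the shared batch and of genes detected were chosen only after the result was seen, as was the correction for GC content and length.

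Libraries of the same group differed along a trend with GC content. The rank correlation of a gene's deviation with its GC content ran from -0.850 to 0.848 in the ER:RAS libraries and from -0.824 to 0.813 in the IMR90 libraries. A smooth on GC content and length, learned on other chromosomes, removed 67.03% of the variance within groups in ER:RAS and 48.3% in IMR90 libraries, so this bias may be a main source of the spread. The biological coefficient of variation fell from 39.3% to 22.2% and from 27.6% to 19.8% with the correction, and to 23.05% and 20.9% with the replicate number as a block instead. Depth would need to follow the trend to be its main cause, and total counts had a rank correlation with it of -0.184 (permutation p 0.317). A shared batch per replicate number would move same-numbered libraries together. Among the ER:RAS groups and across bleomycin and DMSO, 7 of 19 such pairs deviated in opposite directions, which argues against one batch per number there. Among the IMR90 groups of one treatment all 16 pairs correlated, the lowest at 0.164, so a batch shared within a treatment may contribute in these.

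More genes were detected in bleomycin-treated than in DMSO-treated IMR90 libraries. After thinning to the smallest total, the lowest bleomycin library still had 1807 more genes than the highest DMSO library, so depth is not the cause. Genomic DNA would cover silent genes alike, but other silent protein-coding genes, without the 100 highest, had 8.26 times the counts per kb of olfactory receptor genes (bootstrap 95% interval 6.50 to 10.5), so it is not the whole cause. Silent genes, olfactory receptor genes included, were those with at most 12 counts in total over the 12 DMSO-treated IMR90 libraries. This choice by itself favours a rise after bleomycin, so the rise is no test of its cause. Counts per kb rose from 0.115 to 0.825 in olfactory receptor genes (101 to 723 counts) and from 0.619 to 6.82 in the others, and the rise in the former leaves room for some general background. Removing the relation with the GC trend within groups left a gap of 2040 genes. Transcription from otherwise silent genes after bleomycin is a candidate explanation, found and tested on these data. ER:RAS libraries with 4OHT had 15712 to 16401 genes after thinning and those with DMSO 16227 to 16720.

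The response to both shRNAs correlated across genes within each cell state. Simulated unchanged groups against the same control libraries gave correlations of at most 0.275 (DMSO) and 0.364 (OIS) in ER:RAS cells and 0.140 (DMSO) and -0.082 (bleomycin) in IMR90 cells over 100 simulations each. The simulated groups held the GC and length trends of the real libraries, so these values mix the trends with the shared controls. In bleomycin-treated cells they were below 0, which shared controls alone would not give. The observed values, from log2 ratios of mean CPM in 12654 (ER:RAS) and 13003 (IMR90) genes and not from the fitted fold changes correlated in the Results, were 0.607, 0.900, 0.490 and 0.305. What the shared controls alone would give was not measured, so the simulation does not decide how much of the observed values they explain. A response common to both shRNAs may contribute, as may batch effects other than those trends, which the simulation left out.

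The number of genes called was as large as the real one in 1 of 10 splits of the 6 libraries for OIS and 1 of 35 splits of the 8 libraries for bleomycin. For knockdown it was 1 of 10 in each of the 4 ER:RAS contrasts, where 10 splits cannot give less, and 1 and 1 of 35 in DMSO-treated IMR90 cells. In bleomycin-treated cells 4 of 35 splits with shRNA 1 and 3 of 35 with shRNA 2 gave as many genes. Replicates 1 and 2 against 3 and 4 of the control shRNA and shRNA 2 gave 5531 genes, and 1 and 3 against 2 and 4 with shRNA 1 gave 52. With the replicate number as a block the real contrasts gave 3 and 28 genes, and among the 8 splits that part all 4 pairs only the real one gave as many without the block. For the differences between senescent and DMSO-treated cells 60 of 60 splits gave at least the 0 genes called, in each of the 4 contrasts.

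The SASP list gave a result as large in 1 of 10 splits for OIS and 5 of 35 for bleomycin, and the COPI transport list in 4 of 10 and 10 of 35. Other groupings may thus give a COPI transport result of this size, as 9 of the 34 other splits did for bleomycin and 3 of the 9 others for OIS.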
